# Low molecular weight protein phosphatase APH mediates tyrosine dephosphorylation and ABA response in Arabidopsis.

**DOI:** 10.1007/s44154-022-00041-6

**Published:** 2022-05-18

**Authors:** Yanyan Du, Shaojun Xie, Yubei Wang, Yu Ma, Bei Jia, Xue Liu, Jingkai Rong, Rongxia Li, Xiaohong Zhu, Chun-Peng Song, W. Andy Tao, Pengcheng Wang

**Keywords:** Abscisic acid, tyrosine phosphorylaiton, phosphatase, kinase, phosphoproteomics, transcriptional regulation, RAF, SnRK2

## Abstract

Low molecular weight protein tyrosine phosphatase (LWM-PTP), also known as acid phosphatase, is a highly conserved tyrosine phosphatase in living organisms. However, the function of LWM-PTP homolog has not been reported yet in plants. Here, we revealed a homolog of acid phosphatase, APH, in Arabidopsis plants, is a functional protein tyrosine phosphatase. The *aph* mutants are hyposensitive to ABA in post-germination growth. We performed an anti-phosphotyrosine antibody-based quantitative phosphoproteomics in wild-type and *aph* mutant and identified hundreds of putative targets of APH, including multiple splicing factors and other transcriptional regulators. Consistently, RNA-seq analysis revealed that the expression of ABA-highly-responsive genes is suppressed in *aph* mutants. Thus, APH regulates the ABA-responsive gene expressions by regulating the tyrosine phosphorylation of multiple splicing factors and other post-transcriptional regulators. We also revealed that Tyr383 in RAF9, a member of B2 and B3 RAF kinases that phosphorylate and activate SnRK2s in the ABA signaling pathway, is a direct target site of APH. Phosphorylation of Tyr383 is essential for RAF9 activity. Our results uncovered a crucial function of APH in ABA-induced tyrosine phosphorylation in Arabidopsis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s44154-022-00041-6.

## Introduction

Protein phosphorylation is one of the most important post-translational modifications in eukaryotic organisms. Phosphorylation affects the protein conformation, activity, localization, turn-over, or/and protein-protein interaction (Edelman et al., 1987; Zulawski & Schulze, 2015). In eukaryotes, protein phosphorylation mainly occurs on three amino acid residues, Serine, Threonine, and Tyrosine. Tyrosine phosphosite only represents a small portion (1–2%) of total protein phosphorylation sites in animals and plants. In animals, some hormone receptors or signal molecules, like insulin and epidermal growth factor (EGF), are protein tyrosine kinases (PTKs), and the tyrosine phosphorylation regulates cell division, proliferation, metabolism, and oncogenesis. In plants, although only about 1600 tyrosine phosphosites were detected out of more than 40,000 phosphosites (Ahsan et al., 2020; Mergner et al., 2020), increasing evidence showed that tyrosine phosphorylation also has a crucial role in the regulation of plant immunity, growth, and hormone signaling (Kameyama et al., 2000; Kim et al., 2009; Jaillais et al., 2011; Nito et al., 2013; Macho et al., 2015; Li et al., 2018; Luo et al., 2020). Though no genes have been identified in plant genomes encoding canonical protein tyrosine kinase, some uncanonical dual specific protein kinases may mediate the tyrosine phosphorylation in plants (Champion et al., 2004; Macho et al., 2015; Zulawski & Schulze, 2015).

About 150 protein phosphatases have been identified in the Arabidopsis genome (Kerk et al., 2008; Moorhead et al., 2009; Mergner et al., 2020). Twenty of them are protein tyrosine phosphatases (PTPs), including 22 dual specific PTPs, one Classic I PTP PTP1, one Class II low molecular weight PTP (LMW-PTP), and one Class IV Asp-based PTP, according to their sequence silimilty to animal PTPs (Kerk et al., 2008; Moorhead et al., 2009; Mergner et al., 2020). It is known that PTP1 interacts with MPK6 and regulates plant immunity (Kerk et al., 2008; Bartels et al., 2009). Dual-specific PTPs, MKP1 and IBR5, participate in plant immunity and development by regulating the MAP kinase cascade. In animals, LMW-PTP, also known as Acid Phosphatase (APase, or ACP) due to acidic optimum pH range from 5 to 6 (Alho et al., 2013). ACP mediates the dephosphorylation of many tyrosine kinase receptors and other signaling molecules involved in signal transduction, which is considered as a signaling hub of cancer hallmarks (Alho et al., 2013; Faria et al., 2021). In plants, to the best of our knowledge, the function of LMW-PTP has not been reported yet.

In this study, we demonstrated that Arabidopsis ACP homolog, APH (AT3G44620), is a functional protein tyrosine phosphatase and participates in ABA signaling. In *aph* mutant, but not in wild type, the global tyrosine phosphorylation is strongly increased upon application of ABA. Several splicing factors and post-transcriptional regulators are identified as the putative targets of APH. Consistently, the ABA highly induced genes showed an impaired expression in *aph* mutant. RAF9, a protein kinase that regulates SnRK2 activation, is also in the list of putative APH target. Mutation of Tyr383 in RAF9 abolishes its kinase activity in vivo. Thus, our results reveal a crucial function of APH in regulating ABA-induced tyrosine phosphorylation in Arabidopsis plants.

## Results

### Arabidopsis APH is a functional protein tyrosine phosphatase

Our previous study identified APH (AT3G44620), a homolog of acid phosphatase that was co-immunoprecipitated with PYL1 protein (Wang et al., 2018), suggesting a putative function of APH in ABA signaling. APH is encoded by a single gene in human (*Hemo sapiens*), rat (*Rattus norvegicus*), *Arabidopsis thaliana*, maize (*Zea mays*), and rice (*Oryza sativa*) genome, and the C-terminal catalytic domain of ACPs are highly conserved in different species (Fig. 1A).

**Fig. 1:**
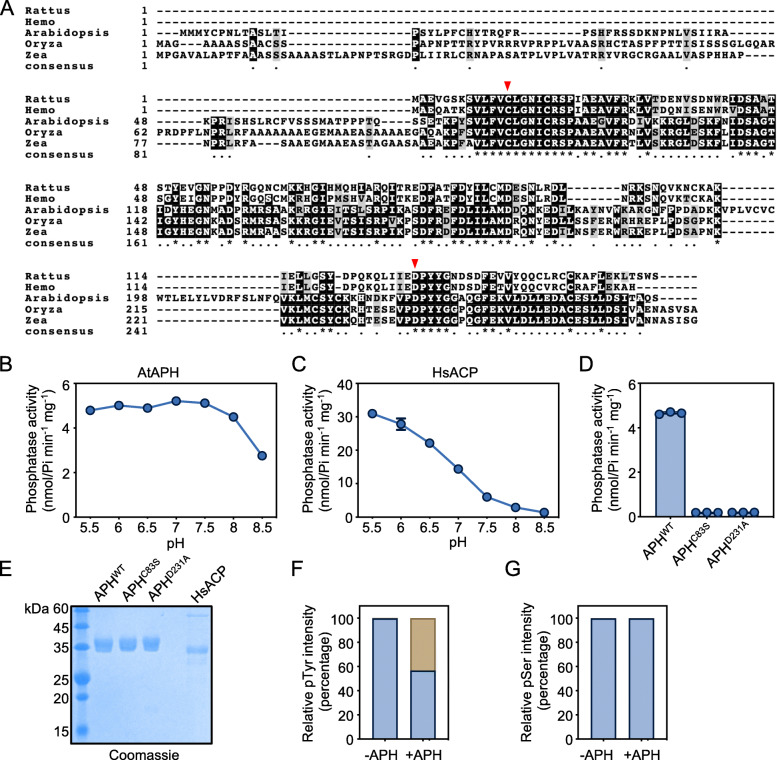
APH is a functional protein tyrosine phosphatase. **A** Sequence alignment of LMW-PTPs in *Rattus norvegicus* (NP_067085.1), *Hemo sapiens* (NP_004291.1), *Arabidopsis thaliana* (NP_001190010.1), *Oryza sativa* (XP_015649938.1), and *Zea mays* (NP_001149867.1). Arrows indicate the conserved Cystine (**C**) and Aspartic acid (**D**) residue in the catalytic domain. **B** The effect of pH on the phosphatase activity of recombinant AtAPH purified from *E. coli*. **C** The effect of pH on the phosphatase activity of recombinant human ACP purified from *E. coli*. **D** Cys83Ser and Asp231Ala mutations abolish APH phosphatase activity. **E** The SDS/PAGE of purified SUMO-HIS-AtAPH and SUMO-HIS-HsACP. **F** The percentage of peptides without (brown) or with (blue) pTyr in the synthetic peptide before and after incubation with recombinant APH. **G** The rate of peptides without (brown) or with (blue) pSer in the synthetic peptide before and after incubation with recombinant APH

Animal Acid Phosphatase is a ubiquitous lysosomal enzyme with an optimum pH range from 5 to 6. To study the function of APH, we first test the pH optimum of recombinant APH purified from *E. coli.* The result showed that Arabidopsis APH, unlike its animal homologs, displayed a broader optimum pH range from 5.5 to 7.5, the activity of APH declines at pH 8.0 and 8.5 (Fig. 1B). Mutation of two conserved residues in the catalytic motif, Cys83 to Ser, or the Asp231 to Ala, abolished the phosphatase activity of APH, respectively (Fig. 1D).

We used two synthetic peptides, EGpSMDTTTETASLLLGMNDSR from SIZ1, and ^375^DKSHNRpYSGV from RAF9, as the substrate to verify the specificity of APH enzymatic activity on phosphotyrosine (pTyr) or phosphoserine/phosphothreonine (pSer/pThr), respectively. As the result, incubation with APH strongly dephosphorylated the pTyr in the RAF9 phosphopeptide (Fig. 1F), but could not affect the abundance of pSer in the SIZ1 phosphopeptide (Fig. 1G). Thus, APH is a functional protein tyrosine phosphatase with an broad optimal pH from 5.5 to 7.5.

### *aph* mutants are insensitive to ABA in post-germination growth

To study the function of APH, we obtained 3 T-DNA insertion lines *aph-1* (Salk_120974), *aph-2* (Salk_083590) and *aph-3* (Salk_101423) from ABRC (Fig. 2A). The *aph-3* is a null allele, in which the T-DNA is inserted within the second exon, and no expression of *APH* was detected in *aph-3* (Fig. 2B). In *aph-1*, the T-DNA insertion is located in the promoter region of *APH* (Fig. 2A). The RNA sequencing result showed that the T-DNA fragment and the coding region of *APH* formed a fused transcript in *aph-1,* which may result in a truncated or lose-function form of APH (Fig. S1). 

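*APH* (AT3G44620), the phosphatase gene at the insertion, lies on chromosome 3. In the transcriptome of 14-day-old seedlings, the authors' deposited table lists it at 95.9 FPKM, an abundance scaled for gene length and sequencing depth, in the untreated wild type and 83.6 FPKM in untreated *aph-1*. After ABA treatment it was at 99.0 FPKM in the wild type and 86.9 FPKM in *aph-1*. The log2 ratio of *aph-1* to wild type was −0.20 without ABA and −0.19 with ABA, and the authors' deposited table calls neither difference. The gene next to *APH* on one side, AT3G44610, encodes a protein kinase. It rose from 5.74 FPKM in the wild type to 12.4 FPKM in *aph-1* without ABA, and from 5.30 to 11.4 FPKM with ABA, a 2.16-fold difference in each condition that the authors' deposited table calls. On the other side, AT3G44630, which encodes a disease resistance protein of the TIR-NBS-LRR class, was 1.61-fold higher in *aph-1* without ABA and 1.21-fold higher with ABA, both called in the authors' deposited table. *CYP71* (AT3G44600), a cyclophilin gene on the far side of AT3G44610, was 1.07-fold higher in untreated *aph-1* and was not called in the authors' deposited table. These neighbours were chosen after their values were seen. Each value is a single one for a group of 3 libraries, so the spread between libraries is unknown. A value for the whole gene does not separate reads of the *APH* exons from reads that start in the T-DNA, and it checks neither the fused transcript nor the genotype of the libraries.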

In *aph-2*, the T-DNA insertion is also located in the promoter region of *APH.* Phenotypic analysis revealed that all the three *aph* mutant lines were insensitive to ABA in the post-germination growth compared to the wild type (Col-0) (Fig. 2C and D, Fig. S2A-C). No difference in the germination rate or water loss was observed between wild type and *aph* mutants (Fig. 2E and F). In addition, overexpression of *APH* does not affect the ABA response in *APH-OE* lines (Fig. S2D). Application of ABA only very slightly (fold change = 1.6, *p* < 0.05) induced the expression of *APH* at later stage.

**Fig. 2:**
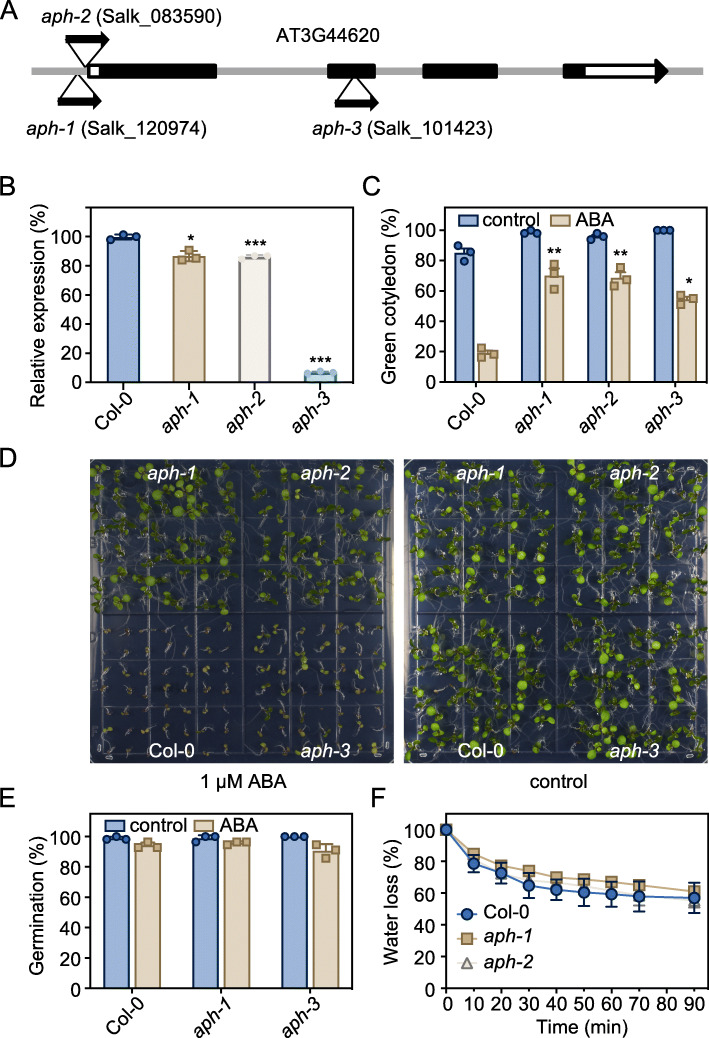
*aph* mutants are insensitive to ABA in the post-germination growth. **A** *APH* gene model and T-DNA insertion sites. **B** qRT-PCR analysis of the *APH* expression in the *aph-1*, *aph-2*, and *aph-3* T-DNA insertion lines. **C** The percentage of seedlings showing green cotyledons after 7 days of germination and growth on 1/2 Murashige and Skoog (MS) medium containing 1 μM ABA. Error bars, SD (*n* = 3). **D** Photographs of seedlings after 10 days of germination and growth on 1/2 MS medium containing 1 μM ABA. **E** The germination rate of seeds after 3 days of germination and growth on 1/2 MS medium containing 1 μM ABA. Error bars, SD (*n* = 3). **F** Water loss rate of the 4-week-old wild type and *aph* mutants. Error bars, SD (*n* = 3). Asterisks indicate significant differences between wild type and *aph* mutants (Student’s *t*-test; *p < 0.05, **p < 0.01, ***p < 0.001)

### Identifying the APH-regulated tyrosine phosphorylation by phosphoproteomics

To dissect the function of APH in ABA signaling, we performed a quantitative phosphoproteomics to compare the APH-mediated tyrosine dephosphorylation in the presence or absence of ABA in the wild type and *aph-1* mutant, the mutant showed the strongest ABA phenotype. As shown in Fig. 3A, phosphoproteomics were conducted with the total protein extracted from wild type and *aph-1* mutant with or without ABA treatment. The tryptic peptides were then subjected to affinity purification using anti-phosphotyrosine (pTyr) antibody 4G10 and subsequently quantified by LC-MS/MS. We detected 16 and 29 pTyr phosphopeptides in the wild-type seedlings without or with ABA-treatment, respectively (Table S1). We also identified 36 and 203 phosphopeptides containing pTyr from the *aph-1* without or with ABA-treatment, respectively. A total of 298 pTyr sites were identified by proteome-scale pTyr enrichment and LC-MS/MS analysis (Table S1). Compared to a total of 6492 phosphosites identified in this phosphoproteomic analysis, 298 phosphopeptides (4.6%) contain at least one phosphorylated tyrosine residue (Fig. 3B). Compared to previous works showing 0.4% (Al-Momani et al., 2018), and 1.8% (Wang et al., 2018) of pTyr in total phosphosites, the 4G10 affinity purification demonstrated a 2.5 to 12-fold enrichment of pTyr peptides.

**Fig. 3:**
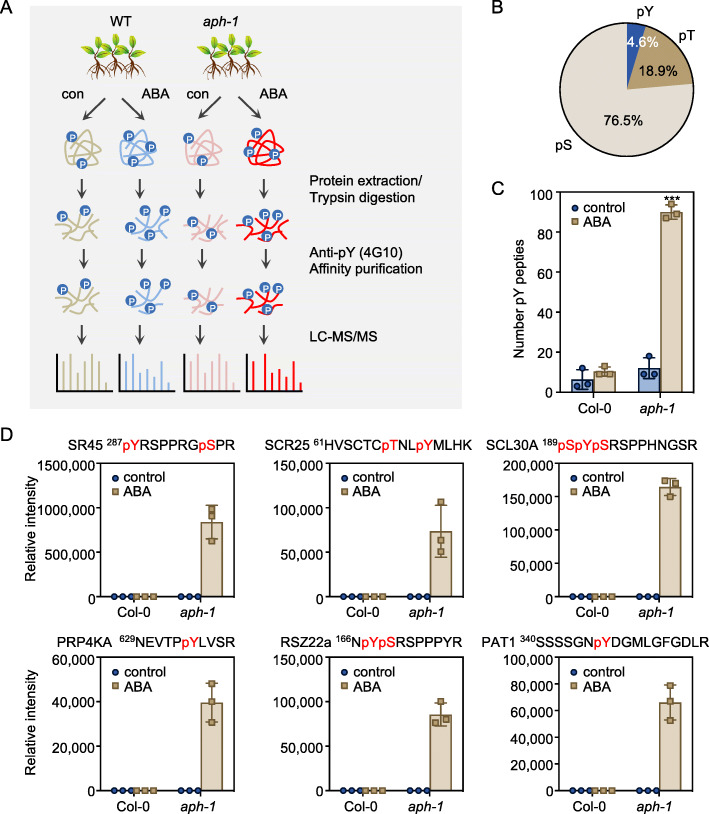
Quantitative phosphoproteomics analysis of global tyrosine phosphorylation in wild type and *aph-1* mutant. **A** Overview of the experimental workflow. **B** The rate of phosphotyrosine (pY), phosphoserine (pS), and phosphothreonine (pT) in the phosphosites identified in this study. **C** The number of pY phosphopeptides identified in wild type and *aph-1* mutant without or with ABA treatment. Error bars, SD (*n* = 3). **D** The tyrosine phosphorylation in some splicing factors and post-transcriptional regulators in the wild type and *aph-1* mutant without or with ABA treatment. The phosphosites identified in these phosphopeptides are highlighted in red. Error bars, SD (*n* = 3). Asterisks indicate significant differences between wild type and *aph-1* mutant (Student’s *t*-test; *** *p* < 0.001)

We then performed a quantitative comparison of the pTyr phosphorylation in the wild type and *aph-1* mutant with or without ABA treatment, using the pTyr sites identified in at least twice out of three biological replicates (Fig. S3A). Eighty pTyr sites corresponding to 76 pTyr proteins were significantly induced in *aph-1* mutant after ABA treatment, compared to the very slight increment of pTyr induced by ABA in the wild-type seedlings (Fig. 3C and S3A). These results suggest that APH may be a negative regulator of ABA-dependent tyrosine phosphorylation, given that dysfunction of APH resulted in an accumulation of pTyr in *aph-1* mutant under ABA treatment.

We further characterized the biological functions of the ABA-induced pTyr proteins in *aph-1* mutant. Fisher’s exact test (*p* < 0.05) was performed to select the biological function of gene ontology (GO) significantly enriched in ABA-induced pTyr proteins in *aph-1* mutant. Only one GO term, mRNA metabolic process (GO: 0016071), is 8.76-fold enriched in the 76 pTyr proteins. The pTyr of some splicing factors like SR45, SCR25, SCL30A, and RSZ22a were only detected in the ABA-treated *aph-1*, but not in control or ABA-treated wild type (Fig. 3D, Table S1). The protein-protein interaction data obtained from the String database also showed that SR45, SCL30A, RSZ22a, and RRP5 are in the cluster of mRNA splicing (Fig. S3B), which is consistent with the result of GO analysis. SR45 is one of the spliceosome components and is involved in pre-mRNA splicing and RNA metabolism. *sr45–1* mutant confers hypersensitivity to glucose and ABA during early seedling growth (Carvalho et al., 2010). PRP4 KINASE A (PRP4KA) is a spliceosome-associated kinase involved in alternative splicing (Kanno et al., 2018). A tyrosine phosphosite pTyr634 in PRP4KA was only detected in ABA-treated *aph-1*seedlings, but not in untreated *aph-1*, nor control and ABA-treated wild type (Fig. 3D, Table S1). The tyrosine phosphorylation of PAT1, a component of the mRNA decapping machinery, also showed a similar *aph-1* dependent pattern to pTyr167 in RSZ22a (Fig. 3D, Table S1). Thus, these results imply that the APH-mediated tyrosine phosphorylation may play an essential role in transcriptional response to ABA.

### Arabidopsis APH regulates transcription of ABA-responsive genes

We then performed a transcriptome-sequencing to further explore the role of APH in the regulation of ABA-responsive gene expression. 

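Whole seedlings of the wild type (Col-0) and of *aph-1*, the line with the T-DNA in the *APH* promoter, were sequenced with and without ABA, a hormone of drought and seed responses. By the sample labels there were 4 groups of 3 libraries each, from 14-day-old seedlings, with ABA at 50 μM for 6 h. The RNA sequencing methods give the age but neither the dose nor the duration of ABA. Libraries were made with a directional kit that keeps the strand of the RNA. The authors trimmed the reads with Trimmomatic 0.36, mapped them to TAIR10 with HISAT, counted reads per gene with htseq-count and called differentially expressed genes with edgeR, by their methods. The authors' deposited table lists 33559 genes, each with 1 FPKM value per group, the log2 ratios of 4 comparisons and a yes or no call for each. How the 3 libraries of a group were combined into 1 value is not given in the sources used here. The unit is not written in the table either. FPKM was inferred from a table label that names Cuffdiff, a tool the methods do not mention, and from the sums of the values over genes, which were 1093168 and 1027611 for the untreated wild type and *aph-1* and 1119237 and 1113654 after ABA.

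With no value per library and no read counts, the depth is unknown, and no SD, standard error or p-value could be computed. The number of genes listed at 0 was 9149 in the untreated wild type, 8939 in untreated *aph-1*, 9470 in the ABA-treated wild type and 9447 in ABA-treated *aph-1*. The 100 most abundant genes made up 20.6% of the summed values in both untreated groups, 23.5% in the ABA-treated wild type and 22.2% in ABA-treated *aph-1*. A gene is described as lower or higher when the authors' deposited table calls it and its FPKM differs at least 2-fold, the threshold in the legend of Fig. 4; the methods state 3-fold. Folds were taken without a pseudocount. The median log2 ratio of a gene list, with 0.1 FPKM added to each value, covers its members with at least 1 FPKM in at least 1 group and is given with its percentile among 10000 random lists of the same size and similar expression. This percentile describes these pooled values and is not a test between genotypes. Values of some list members had been seen in the paper's own tables, so those lists are not independent of these data.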

A shown in Fig. 4A and Table S3, a major proportion of ABA highly induced genes showed a reduced expression level in *aph-1* mutant. For example, 124 genes showed at least 5-fold induction by applying ABA in the wild type (Fig. 4B, rightmost panel, and Table S3). 

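ABA changed the transcriptome of both genotypes widely. In the wild type, the authors' deposited table calls 2355 genes at least 2-fold higher and 2730 at least 2-fold lower after ABA. In *aph-1* the authors' deposited table gives 2398 higher and 2291 lower genes, of which 2023 and 1931 are shared with the wild type. Of the 22 genes for ABA-inducible stress proteins (LEA, dehydrin and RD/COR genes), 21 were higher in the ABA-treated wild type by the authors' deposited table. All 9 clade A *PP2C* genes, whose products restrain SnRK2 kinases, were also higher by the authors' deposited table, with a median log2 ratio of 4.77. *HAI1* (AT5G59220), one of them, rose from 3.26 to 316 FPKM. Of the 14 genes for PYR/PYL/RCAR ABA receptors, the authors' deposited table gives 8 as lower and 1, *PYL3* (AT1G73000), as higher. *PYL6* (AT2G40330) fell from 46.0 to 0.742 FPKM and *PYL4* (AT2G38310) from 161 to 7.38 FPKM. Of the 7 *ABF* and *ABI* transcription factor genes, 5 were higher by the authors' deposited table, as were 8 of the 14 genes of ABA synthesis and breakdown. *NCED3* (AT3G14440), which encodes an enzyme at a rate-limiting step of ABA synthesis, rose from 0.417 to 9.52 FPKM. Of 6 cell wall growth genes, 4 were lower and 1 higher by the authors' deposited table. The expansin gene *EXPA8* (AT2G40610) fell from 30.1 to 0.162 FPKM. The iron transporter gene *IRT1* (AT4G19690) fell from 10.5 to 0.109 FPKM.

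The genotypes differed less than the treatments. Without ABA, the authors' deposited table calls 5184 genes between *aph-1* and the wild type, of which 137 were at least 2-fold lower and 28 at least 2-fold higher in *aph-1*. With ABA it calls 1927 genes, of which the authors' deposited table has 38 lower and 68 higher in *aph-1*. Across 20276 genes and with 0.1 FPKM added, the log2 ratios of ABA to control in the wild type and in *aph-1* had a Pearson r of 0.918 and a Spearman rho of 0.917; genes are not independent replicates. At the 3-fold threshold of the methods, 55 genes were lower and 5 higher in untreated *aph-1* by the authors' deposited table. With no fold threshold, the authors' deposited table calls 2849 lower and 2334 higher, with a median absolute log2 ratio of 0.38 over all calls.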

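These 124 genes are those that the authors' deposited table calls in the wild type with a log2 ratio of ABA to control above 5, which is more than 32-fold on the linear scale. On that linear scale, the authors' deposited table has 710 genes with more than a 5-fold rise. Among the 124 are *RD29B* (AT5G52300), which rose from 9.19 to 1586 FPKM in the wild type, and *TSPO* (AT2G47770), a membrane protein gene, which rose from 5.94 to 603 FPKM. The small heat shock protein gene *HSP22.0* (AT4G10250) rose from 4.65 to 410 FPKM and the lipid transfer protein gene *LTP3* (AT5G59320) from 29.7 to 2357 FPKM. A further 15 of the 124 genes are listed at 0 in the untreated wild type, so no fold can be given for them. In *aph-1*, 90 of the 124 genes were at least 2-fold higher after ABA by the authors' deposited table. Over the 104 genes above 0 in both untreated groups, the median log2 ratio of ABA to control was 5.98 in the wild type and 7.78 in *aph-1*, and the ratio was larger in *aph-1* for 101 of them. At lower thresholds, log2 ratios above 4, 3 and 2 in the wild type, the authors' deposited table gives 224, 437 and 929 genes.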

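Without ABA, genes of stress proteins were at lower levels in *aph-1* than in the wild type. *LEA4-5* (AT5G06760), a late embryogenesis abundant protein gene, was at 21.5 FPKM in the wild type and 0.893 FPKM in *aph-1*, which is 24.1-fold lower. *HSP22.0* was at 0.220 FPKM in *aph-1*, 21.1-fold lower than in the wild type, and *TSPO* was at 0.333 FPKM. AT4G33467, a gene without a symbol, was at 7.71 FPKM in the wild type and 0.389 FPKM in *aph-1*, and *RD29B* was at 0.708 FPKM in *aph-1*. The authors' deposited table calls all of these differences. In the list of 22 ABA-inducible stress protein genes, every member was below the wild type and 11 were at least 2-fold lower by the authors' deposited table, with a median log2 ratio of −1.24 (percentile 0.00). Of the 9 clade A *PP2C* genes, 3 were lower by the authors' deposited table, *HAI1*, *HAI2* and *HAI3*, and the median was −0.42 (percentile 0.05). *HAI3* (AT2G29380) was at 0.824 FPKM in the wild type and 0.0465 FPKM in *aph-1*. Of 17 genes for heat shock proteins and factors, 3 were lower by the authors' deposited table, with a median of −0.58 (percentile 0.00). Among all 72 genes described as heat shock proteins the median was −0.10 (percentile 22.0), and the authors' deposited table calls 11 lower and 18 higher. Of 4 lipid transfer protein genes, *LTP3* and *LTP4* were lower by the authors' deposited table, and the median over the list was −1.25 (percentile 0.00). The wider sets were closer to 0, with medians of −0.33 for genes described as late embryogenesis abundant proteins and −0.19 for those described as lipid transfer proteins (percentiles 0.00 and 0.43). No *PYR/PYL/RCAR*, *SnRK2* or *ABF/ABI* gene was at least 2-fold lower or higher by the authors' deposited table, and their medians were −0.31, −0.24 and −0.09 (percentiles 0.545, 3.45 and 40.3). With no fold threshold, the authors' deposited table calls 6 *PYR/PYL/RCAR* and 5 *SnRK2* genes lower and 0 higher. With ABA, the medians were −0.11 for the stress protein genes, −0.19 for the *PP2C* genes, −0.18 for the heat shock list and −0.44 for the lipid transfer protein genes (percentiles 0.04, 0.17, 0.015 and 0.01). The authors' deposited table calls 3 of the 4 lipid transfer protein genes lower with ABA. In the wider sets the medians with ABA were 0.00 for heat shock proteins, −0.05 for late embryogenesis abundant proteins and −0.02 for lipid transfer proteins (percentiles 62.7, 7.51 and 7.31). Of 11617 genes with at least 10 FPKM after ABA in both genotypes, 59 had a level in untreated *aph-1* under 0.5% of their level with ABA, against 2 in the untreated wild type.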

Forty-nine (39.5%) out of these 124 genes showed a significant reduced expression (fold change < 0.5, *p* < 0.05) in *aph-1* compared to wild type in the control condition (Fig. 4B, rightmost panel). None of the 124 genes showed increased expression in *aph-1* in the control condition (Fig. 4B, rightmost panel). Thus, most genes that showed reduced expression in *aph-1 *are ABA highly induced genes (Fig. 4C).

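By the authors' deposited table, 49 of the 124 genes (39.5%) were lower in untreated *aph-1*, 0 were higher and 75 were neither. The 75 include the 15 genes listed at 0 in the untreated wild type, which could not be lower. With genes at 0 left out, 48 of 109 (44.0%) were lower. Of the 104 genes above 0 in both untreated groups, 103 were below the wild type in *aph-1*, with a median log2 ratio of −1.84. The exception, singled out after its values were seen, was AT1G53100, a gene of the N-acetylglucosaminyltransferase family, at 0.183 FPKM in the wild type and 0.205 FPKM in *aph-1*. With ABA, the median over the 123 genes above 0 in both groups was −0.14, and the authors' deposited table calls 20 of the 124 lower and 1 higher at any fold. AT3G27895, a transposable element gene also singled out after its values were seen, was the only one lower in *aph-1* with ABA by the authors' deposited table, at 2.37 FPKM in the wild type and listed at 0 in *aph-1*. The gene called higher with ABA in the authors' deposited table was AT5G28520, at 41.3 FPKM in the wild type and 51.7 FPKM in *aph-1*, which is under 2-fold. Of the 28 genes higher in untreated *aph-1*, ABA induced 2 in the wild type by the authors' deposited table, the lectin receptor kinase gene *LECRKA4.1* (AT5G01540) and the PLATZ transcription factor gene AT3G60670, the latter singled out after its values were seen. Their log2 ratios were 1.52 and 1.33. ABA repressed 4 of the 28 by the authors' deposited table, among them the plant cadmium resistance gene *PCR1* (AT1G14880), at 0.689 FPKM in the untreated wild type and 2.02 FPKM in untreated *aph-1*. With the class set at a linear 5-fold rise, 10.7% of the class was lower in untreated *aph-1* by the authors' deposited table. When 1% of the ABA-treated wild-type value was taken off each untreated wild-type value, an alternative chosen after seeing the data, 13 of the 124 genes (10.5%) stayed lower by the authors' deposited table and the fold. Values that fell below 0 were set to 0, so a gene with an untreated level under 1% of its ABA level could not stay lower. With 0.5% taken off, 34 of the 124 stayed lower.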

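Of the 137 genes lower in untreated *aph-1*, the authors' deposited table has 82 (59.9%) as at least 2-fold higher after ABA in the wild type, 23 (16.8%) as lower and 32 (23.4%) as neither. Among 20094 genes with at least 1 FPKM in the wild type with or without ABA, 11.3% were higher after ABA by the authors' deposited table. The share of the 137 genes with a log2 ratio above 5, 4, 3 and 2 in the wild type was 35.8%, 43.8%, 51.8% and 56.2% by the authors' deposited table. More than a 5-fold rise on the linear scale was seen for 76 of the 137. Over the 127 of these genes above 0 in all groups, the median log2 ratio of ABA to control was 3.73 in the wild type and 4.85 in *aph-1*. Their median log2 ratio of *aph-1* to wild type was −1.35 without ABA and −0.19 with ABA. Genes that ABA repressed were among the 137. The homeodomain-like gene *MEE3* (AT2G21650) was at 13.9 FPKM in the wild type and 6.87 FPKM in *aph-1* without ABA, and AT1G67148 at 34.0 and 14.3 FPKM, both singled out after their values were seen. *SEN1* (AT4G35770), a senescence gene that the authors' deposited table does not call after ABA in the wild type, was at 42.2 FPKM in the wild type and 21.0 FPKM in *aph-1*. By the authors' deposited table, 4 of the 137 were also at least 2-fold lower with ABA. One is AT4G22490, a gene of the lipid-transfer protein superfamily, at 216 and 61.4 FPKM in the untreated wild type and *aph-1* and at 86.6 and 28.0 FPKM after ABA. *DXPS1* (AT3G21500), singled out after its values were seen, was lower without ABA and higher with ABA in *aph-1* by the authors' deposited table, at 0.167 and 0.662 FPKM after ABA. With the authors' call alone, without a fold threshold, the share of lower genes that ABA induced was 36.7% by the authors' deposited table, and at 3-fold it was 78.2%. After 1% of the ABA-treated wild-type value was taken off, an alternative chosen after seeing the data, ABA induced 30 of 86 lower genes (34.9%) by the authors' deposited table and the fold. Here too, a gene with an untreated level under 1% of its ABA level could not stay lower. From the reduced genes among those that ABA induces most and the patterns of Fig. 4C, the paper concludes that most genes with reduced expression in *aph-1* are ABA highly induced genes.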

**Fig. 4:**
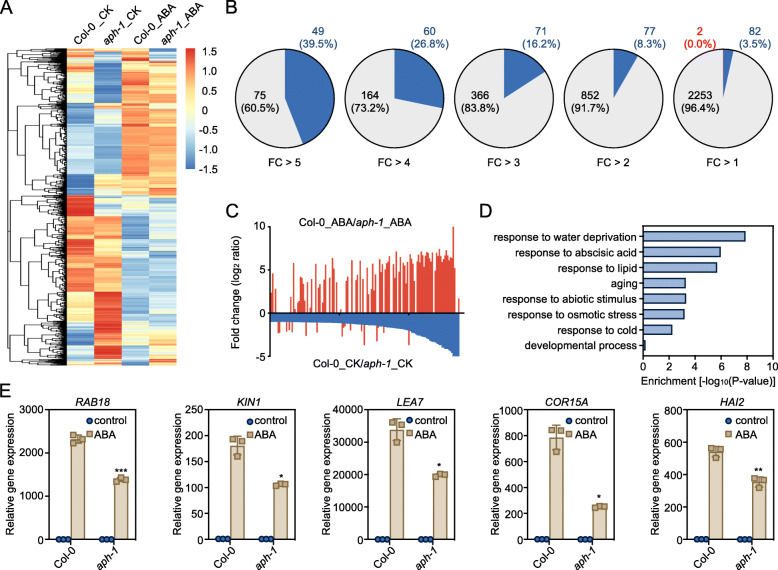
Transcriptome analysis of ABA-responsive genes expression in wild type and *aph-1* mutant. **A** Heat map showing the expression levels of ABA-responsive genes in wild type and *aph-1* seedlings. **B** A major proportion of ABA-induced genes in wild type showed a reduced expression in *aph-1* mutant. DEGs with 5- to 1-fold (*p* < 0.05) are classified according to their expression in response to ABA in Col-0 wild type. Blue, DEGs showed more than two-fold reduction in *aph1* mutant, compared to that in the wild type (FC < 0.5, *p* < 0.05), Red, DEGs showed more than two-fold increment in *aph-1* mutant, compared to that in the wild type (FC > 2, *p* < 0.05). **C** The ABA-responsive patterns of DEGs showed reduced expression (FC < 0.5, *p* < 0.05) in *aph-1* mutant compared to that in the wild type. **D** GO analysis of the DEGs showed reduced expression in the untreated *aph-1* mutant, compared to that in the untreated wild-type seedlings. **E** Expression of the ABA-inducible marker genes in wild type and *aph-1* seedlings upon 6 h of ABA treatment. Error bars, SEM (*n* = 3 biological replicates). Asterisks indicate significant differences between wild type and *aph-1* mutant (Student’s *t*-test; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001)

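The marker genes of ABA treatment were lower in untreated *aph-1* and close to the wild type after ABA. *RAB18* (AT5G66400), a dehydrin gene, was at 56.6 FPKM in the untreated wild type and 5.67 FPKM in untreated *aph-1*, and at 7335 and 5766 FPKM after ABA. *KIN1* (AT5G15960), a cold- and ABA-inducible gene, was at 253 and 24.4 FPKM without ABA and at 7596 and 6425 FPKM with ABA. *LEA7* (AT1G52690) was at 56.6 and 3.21 FPKM without ABA, and *COR15A* (AT2G42540), whose product protects chloroplasts during freezing, was at 105 and 10.8 FPKM. The authors' deposited table calls these differences in the untreated seedlings and none of them after ABA. The phosphatase gene *HAI2* (AT1G07430) was at 1.05 and 0.307 FPKM without ABA and at 147 and 115 FPKM with ABA, and the authors' deposited table calls both differences. The related genes *KIN2* (AT5G15970), at 649 and 300 FPKM, *RD20* (AT2G33380), at 29.2 and 4.83 FPKM, and *XERO2* (AT3G50970), at 91.4 and 35.6 FPKM, were also lower in untreated *aph-1* by the authors' deposited table. *COR15B* (AT2G42530) was lower without ABA, at 58.6 and 28.2 FPKM, and called higher with ABA in the authors' deposited table, at 983 and 1347 FPKM.

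**Figure D1:**
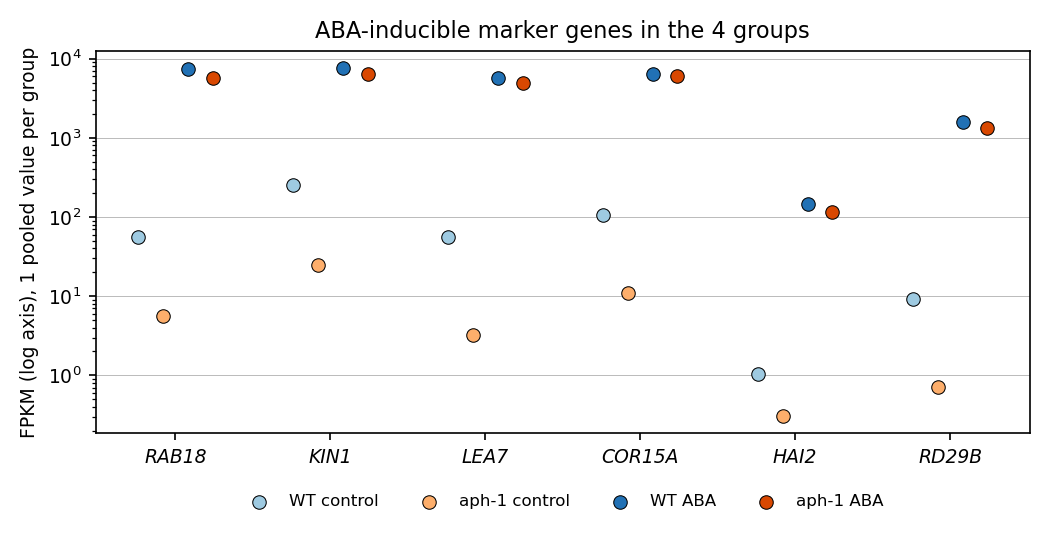
FPKM of 6 ABA-inducible genes on a log axis, with 1 pooled value per group and no error bars because no value per library was used. In each gene the untreated *aph-1* value (light orange) lies well below the untreated wild-type value (light blue), from 1.05 against 0.307 FPKM in *HAI2* to 253 against 24.4 FPKM in *KIN1*, while the ABA-treated values (dark blue and dark orange) lie close together.

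The genes that Table S3 lists under 8 gene ontology terms can be followed in the same way. The 15 genes under response to water deprivation had a median log2 ratio of −2.23 in untreated *aph-1*, and the 16 genes under response to abscisic acid one of −2.16. All of these were induced at least 2-fold by ABA in the wild type by the authors' deposited table, 11 genes of each term with a log2 ratio above 5. The medians were −2.08 for 17 genes of response to lipid, −1.73 for 28 of response to abiotic stimulus, −3.27 for 9 of response to cold and −2.70 for 12 of response to osmotic stress. For 9 genes of aging, with the senescence genes *SEN1* and *SAG13* among them, and 25 genes of developmental process the medians were −1.66 and −1.59. In the authors' deposited table, ABA induced 8 of the aging genes and 19 of the developmental genes. With ABA, the medians of the 8 terms lay between −0.19 and −0.10, and 1 gene, under developmental process, was still lower by the authors' deposited table. These genes were chosen by the study on these libraries, so their direction in untreated *aph-1* is not independent evidence.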

GO analysis revealed that these genes with reduced expression in *aph-1*, are mainly involved in water deprivation, ABA, lipid, abiotic stress, cold, osmotic stress, and aging and developmental processes (Fig. 4D and Table S3). Quantitative RT-PCR analysis of several ABA-inducible genes, like *RAB18*, *KIN1*, *LEA7*, *COR15A*, and *HAI2*, showed an impaired induction in *aph-1* (Fig. 4E). Thus, alteration of ABA-responsive genes in *aph-1* supported the function of APH-mediated tyrosine phosphorylation in transcription regulation of ABA response.

### Tyrosine phosphorylation mediates RAF9 activation

Recent studies revealed that B2, B3, and B4 subgroup Raf-like protein kinases directly phosphorylate SnRK2s and are required for ABA- and osmotic-induced SnRK2 activation (Saruhashi et al., 2015; Katsuta et al., 2020; Soma et al., 2020; Takahashi et al., 2020; Lin et al., 2021). One phosphopeptide in RAF9, DKpSHQINRpYpSGVK, contains a pTyr site Y383 and two phosphoserine residues pSer377 and pSer384, showed an ABA-induced accumulation in *aph-1* mutant (Fig. 5A and B). To evaluate the role of Tyrosine and Serine phosphorylation in RAF9, we used a transient activation assay in Arabidopsis mesophyll cell protoplasts. The *LUCIFERASE* (*LUC*) reporter gene driven by the ABA-responsive *RD29B* promoter was used as a reporter of ABA response (Wang et al., 2018; Lin et al., 2021). In the wild type, ABA-induced the expression of *RD29B-LUC* in the mesophyll cell protoplasts, while ABA-induced *RD29B-LUC* expression was abolished entirely in the protoplasts of *OK*^*100*^*-nonu*, a mutant lacking nine out of 12 B2 and B3 RAFs (Fig. 5C). Co-expression of wild-type RAF9 partially rescued the ABA-induced expression of *RD29B-LUC* in the protoplasts of *OK*^*100*^*-nonu*. Similarly, co-expression of the RAF9^S377A^ and RAF9^S384A^, the non-phosphorylatable mutations of Ser377 and Ser384 residues, could also partially rescue the ABA-induced expression of *RD29B-LUC* in the protoplasts of *OK*^*100*^*-nonu* mutant (Fig. 5C). Interestingly, co-expression of RAF9^Y383F^, a non-phosphorylatable mutation form of RAF9, cannot rescue the ABA-induced expression of *RD29B-LUC* in the protoplasts of *OK*^*100*^*-nonu* mutant (Fig. 5C). As the tyrosine residue is also existing in RAF3 and RAF11, two other B2 and B3 RAFs, we also introduced non-phosphorylatable mutation Tyr (Y) to Pho (F) in RAF3 and RAF11 and tested the activity of RAF3^Y525F^ and RAF11^Y425F^ mutant forms in the protoplasts of *OK*^*100*^*-nonu* (Fig. 5D). The result showed that the phosphorylation of Tyr525 in RAF3 and Tyr425 in RAF11 is not essential for their activity. Thus, the Tyr383 is a unique phosphosite that is essential for RAF9 function in vivo. Additionally, the phosphorylation of Ser377 and Ser384 is also required for the full activation of RAF9 in vivo.

**Fig. 5:**
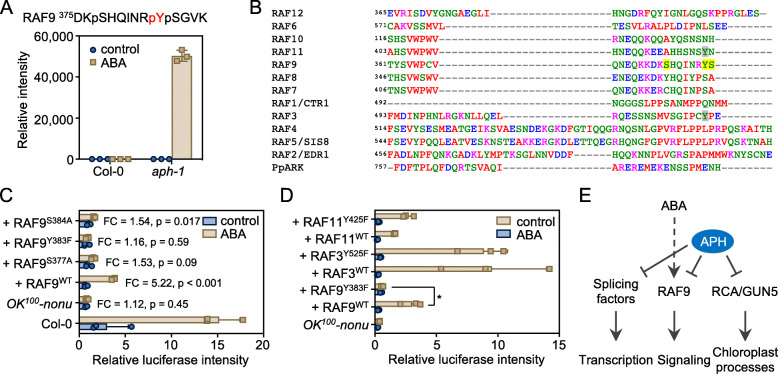
Tyr383 phosphorylation regulates RAF9 activity. **A** The relative abundance of RAF9 phosphopeptide in the wild type and *aph-1* mutant without or with ABA treatment. The tyrosine phosphosite in the phosphopeptide are highlighted in red. Error bars, SD (*n* = 3**). B** Sequence alignment of the peptides in Arabidopsis B2 and B3 RAFs and PpARK/PpCTR1 from *Physcomitrella patens*. The phosphosites showed in **(A)** are highlighted in yellow. The conserved pTyr in RAF3 and RAF11 are highlighted in grey. **C** Activation of the reporter gene by wild type and the non-phosphorylatable mutants of Ser377, Tyr383, and Ser384 in RAF9 in the transient assay in the protoplasts of *OK*^*100*^*-nonu*. Error bars, SEM (*n* = 3 individual transfections). Fold change (FC) and *p*-value (Student’s *t*-test) are indicated. **D** Activation of the reporter gene by RAF3^WT^, RAF3^Y525F^, RAF9^WT^, RAF9^Y383F^, RAF11^WT^, and RAF11^Y425F^, in the transient assay in the protoplasts of *OK*^*100*^*-nonu*. Error bars, SEM (*n* = 3 individual transfections). Asterisk indicates significant differences between wild-type and mutated RAFs (Student’s *t*-test; * *p* < 0.05). **E** A proposed model of APH-mediated tyrosine phosphorylation in the ABA signaling

## Discussion

Although tyrosine phosphorylation only represents a small proportion in total protein phosphorylation, emerging evidence supports a vital role of tyrosine phosphorylation in diverse processes, including immunity, growth/development, and abiotic stress responses in plants (Champion et al., 2004; de la Fuente van Bentem & Hirt, 2009; Macho et al., 2015; Zulawski & Schulze, 2015; Liu et al., 2018). It has been known that tyrosine phosphorylation may have some potential roles in ABA signaling. Application of phenylarsine oxide, an inhibitor of PTP, abolishes ABA-induced stomatal closure (MacRobbie, 2002), and regulates ABA-mediated post-germination development (Reyes et al., 2006). Several dual-specific PTPases, like IBR5 (Monroe-Augustus et al., 2003), PHS1 (Quettier et al., 2006), and AtDsPTP1 (Liu et al., 2015), are known to be involved in ABA signaling. Here we identified APH, a highly conserved tyrosine-specific protein phosphatase, functioning in ABA signaling (Fig. 5E). We demonstrate that APH represses the ABA-mediated protein tyrosine phosphorylation (Fig. 3). Several proteins involved in different mRNA processing steps, including transcription, mRNA splicing, and mRNA decay, undergo ABA-induced tyrosine phosphorylation in *aph-1* mutant. Consistent with this observation, the basal expression of ABA-highly-induced genes is repressed in *aph-1* mutant. 

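The difference between the genotypes without ABA grew with the size of the ABA response. Responses were taken as the mean log2 ratio of ABA to control over both genotypes. Both untreated values enter this mean, so a low one in *aph-1* moves its gene to a higher response. By the wild-type response alone, called genes with log2 ratios above 5, 4, 3, 2 and 1 had medians of −1.84, −0.94, −0.58, −0.38 and −0.20 without ABA. Genes with a response above 7 had a median log2 ratio of *aph-1* to wild type of −2.99 without ABA. The median was −1.19 for genes with responses between 6 and 7, −0.90 between 5 and 6, −0.62 between 4 and 5 and −0.39 between 3 and 4. It was −0.28 between 2 and 3 and −0.16 between 1 and 2. For genes that responded by less than 2-fold it was −0.01. Repressed genes were below the wild type too, at −0.10 between −2 and −1, −0.16 between −3 and −2 and −0.23 below −3. With ABA, the medians of these groups of induced genes lay between −0.18 and −0.09. Carry-over of 1% of ABA-treated material into the untreated wild-type libraries would give untreated medians of −3.01 above 7 and −1.33 between 6 and 7. It would give −0.65, −0.34 and −0.16 for responses from 5 to 6, 4 to 5 and 3 to 4. For the repressed genes it would give 0.01 in each group. A carry-over of 0.5% would give −2.18 above 7 and −0.81 between 6 and 7. Among the genes lower in untreated *aph-1* and induced by ABA, 19 with at least 10 FPKM in the untreated wild type allow a common share of 0.772% at most. After it was taken off, 8 of the 19 were still at least 2-fold lower, which argues against 1 share as the whole cause. For the strongly induced genes alone, carry-over cannot be told apart from a lower basal level in *aph-1*. The comparison of ABA with control in the wild type and that of untreated *aph-1* with wild type share the untreated wild type. Across 20276 genes their log2 ratios had a Pearson r of −0.05, a Spearman rho of 0.04 and a covariance of −0.023. Unchanged groups simulated against that shared control, in 100 draws, gave an r of 0.499 and a covariance of 0.037. Their noise was taken from the spread of the ratios of untreated *aph-1* to wild type at similar expression. With equal noise in all groups, such an r follows from the shared control alone. It is therefore no yardstick for the observed r, which also holds the ABA response. The difference of the covariances was −0.060, which depends on that choice of noise.

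**Figure D2:**
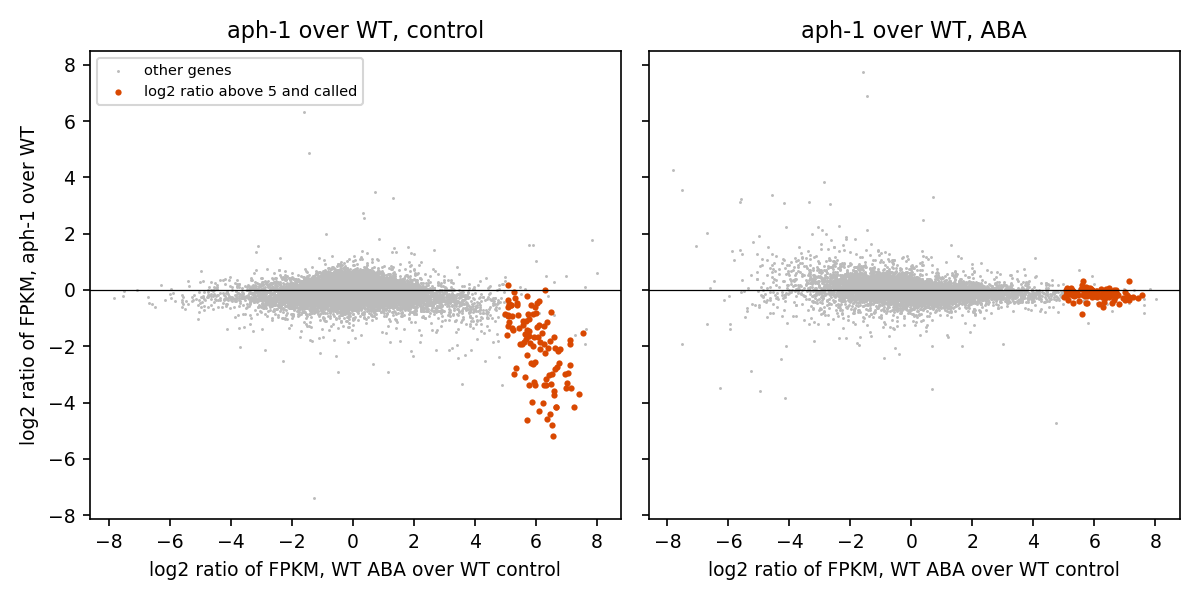
Log2 ratio of *aph-1* to wild type without ABA (left) and with ABA (right) against the log2 ratio of ABA to control in the wild type, for 20136 genes, each point 1 gene from 1 pooled value per group. Of the 104 genes called with a log2 response above 5 (orange), 103 fall below the line at 0 on the left, with a median of −1.84 over all of them, and they lie nearer to it on the right.

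Senescence and hypoxia genes, which ABA induced in the wild type, were also below the wild type in untreated *aph-1*. Their median log2 ratios of ABA to control in the wild type were 2.11 and 2.54, and 8 of 11 genes in each list were higher after ABA by the authors' deposited table. Of the senescence genes, 3 were lower in *aph-1* by the authors' deposited table, and the median was −0.41 (percentile 0.00). *SWEET15* (AT5G13170), a sucrose transporter gene, was at 13.2 FPKM in the wild type and 1.90 FPKM in *aph-1*, and *SAG13* (AT2G29350) at 4.63 and 0.931 FPKM. Of the hypoxia genes, *HRE2* (AT2G47520) was lower by the authors' deposited table, at 4.04 and 1.05 FPKM, and the median was −0.38 (percentile 0.01). With ABA, the medians of *aph-1* to wild type were −0.10 for senescence and −0.18 for hypoxia genes (percentiles 2.67 and 0.1). Of the 20 genes for light-harvesting chlorophyll-binding proteins, 10 were lower after ABA in the wild type by the authors' deposited table. Their median in untreated *aph-1* was 0.05 (percentile 99.7), and 0 of them were at least 2-fold lower or higher by the authors' deposited table.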

APH may mediate ABA-responsive gense expression by dephosphorylating effectors in both transcriptional and post-transcriptional processes. Among putative targets of APH, SR45 has been known to be involved in cotyledon greening (Carvalho et al., 2010). Thus, we reason that the ABA-insensitivity phenotype of *aph* mutants in post-germination growth may be attributed at least in part to the dysfunction of SR45 (Fig. 2).

In addition to transcriptional and post-transcriptional regulation, APH may directly control the function of RAF9, a member of B2 and B3 RAF kinases. Recent studies suggested B2 and B3 subgroup RAFs are essential for ABA- and osmotic stress-mediated SnRK2 activation in Arabidopsis and moss *Physcomitrella patens* (Saruhashi et al., 2015; Katsuta et al., 2020; Soma et al., 2020; Takahashi et al., 2020; Lin et al., 2021). The B2 and B3 have a basal level of activity, which is not induced by ABA (Takahashi et al., 2020; Lin et al., 2021). Such a basal-level activation of RAFs is sufficient to phosphorylate and activate SnRK2s, upon release from PP2C inhibition in the presence of ABA (Lin et al., 2021). In this study, we identified one pTyr site in RAF9, Tyr383, as a putative target site of APH (Fig. 5). The non-phosphorylatable Y383F mutation completely abolished RAF9 activity in the transient assay in the protoplasts. Our results imply that unidentified protein tyrosine kinase(s) may function as an activator to regulate RAF9 activity through phosphorylating RAF9 Tyr383 in ABA signaling. The unknown tyrosine kinase(s) and APH reciprocally coordinate the phosphorylation and function of RAF9. In the future, it would be of great interest to identify the protein kinase(s) that phosphorylate Tyr383 and to dissect how ABA regulates the enzyme activity of APH and unidentified kinase(s). Besides the RAF9 and some proteins involved in transcriptional and post-transcriptional regulation, we also identified dozens of proteins whose tyrosine phosphorylation are up-regulated in *aph-1* (Table S1). These putative APH targets could be a valuable resource for further study of the function of tyrosine phosphorylation in plants.

Although we revealed a crucial role of APH in ABA signaling, how ABA regulates APH activity/function is unknown. The APH was originally co-immunoprecipitated with PYL1 protein. However, we failed to detect the physical interaction between APH and ABA receptor PYR1/PYL/RCAR proteins. In addition, ABA likely does not regulate the APH function through transcriptional regulation, as the expression of *APH* is only very slightly induced by ABA (Fig. S2D). The activity of animal LWM-PTP is regulated by tyrosine phosphorylation and redox regulation. It would be of interest to verify whether Arabidopsis APH also undergoes such post-translational modifications upon ABA signaling. It is also worth noting that the *APH* over-expression lines did not show any observable ABA phenotype (Fig. S2). That is likely because the APH activity is tightly controlled at the post-translational level, or some feedback machinery enhanced these kinases mediating ABA-responsive tyrosine phosphorylation. We also noticed T-DNA insertion in *aph-1* resulted in a fused transcript of the T-DNA fragment and *APH* CDS (Fig. S1). Interestly, *aph-1* showed a stronger phenotype than the “knock-out” mutant *aph-3,* the mechanism is worth to study in the future.

In this study, we used anti-pTyr antibody 4G10-based affinity purification to enrich the phosphopeptides containing tyrosine phosphosites. This method allows us to compare the tyrosine phosphorylation in wild type and *aph-1* (Fig. 3B). However, the specificity and efficiency of this workflow need to be further improved. One of the reasons might be the very low concentration of pTyr in plants. Compared to about 90 typical tyrosine protein kinases in human kinome, no canonical tyrosine protein kinase was identified in Arabidopsis, even though Arabidopsis kinome contains more than 1100 protein kinases (Zulawski et al., 2014). In the future, more efficient and specific strategies, like Src homology 2 (SH2)-domain-derived pY superbinder (Bian et al., 2016), are expected to be helpful for in-depth analysis of tyrosine phosphorylation in plants (Ahsan et al., 2020).

## Materials and methods

### Protein expression, purification, and phosphatase assay

cDNA fragment encoding a truncated APH (aa 57–262) was cloned into *pSUMO vector (LifeSensors).* The resulting plasmids were transformed into *E. coli* BL21 (DE3) cells. The recombinant proteins were expressed and purified using standard protocols. The phosphatase activity was measured using the colorimetric substrate pNPP (Sigma-Aldrich). Reactions were performed in a buffer containing 150 mM NaCl, 2 mM DTT, 1 mM EDTA, 50 mM Tris-Cl/HEPES-NaOH, and the indicated pH from 5.5 to 8.5. Reactions were initiated by the addition of pNPP to a final concentration of 5 mM and terminated by adding 2 M NaOH. The hydrolysis of pNPP was measured by the absorbance reads at 405 nm (A405). The primers used for vector construction and site-directed mutagenesis was listed in Table S4.

For peptide dephosphorylation assay, 500 pmol of synthetic RAF9 peptide DKSHNRpYSGVK and SIZ1 peptide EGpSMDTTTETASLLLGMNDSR (GenScript) were incubated with 100 pmol recombinant in 100 μL buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 2 mM DTT, 1 mM EDTA) at 37 °C for 2 h. The reactions were quenched by acidifying with 10 μL 10% TFA. After desalted with Sep-Pak C18 tips, the peptides were dissolved in 20 μL 0.2% FA and subjected into LC-MS/MS analysis.

### Phenotyping of germination and post-germination growth

Seeds were surface-sterilized for 10 min in 70% ethyl alcohol, and then rinsed four times in sterile-deionized water. For germination assays, sterilized seeds were grown on medium containing 1/2 MS nutrients, pH 5.7, with or without the indicated concentration of ABA and kept at 4 °C for 3 days. Radicle emergence and green cotyledons were analyzed after placing the plates at 23 °C under a 16 h light/8 h dark photoperiod. Photographs of seedlings were taken at indicated times after transfer to light.

### Water loss measurement

To measure water loss, detached rosette leaves of 4-week-old plants were placed in weighing dishes and left on the laboratory bench with light. Fresh weight was monitored at the indicated times. Water loss was expressed as a percentage of initial fresh weight.

### Protein extraction and digestion

Protein extraction and digestion were performed as previously described (Hsu et al., 2018; Wang et al., 2018). Plants were lysed in lysis buffer (6 M guanidine hydrochloride in 100 mM Tris-HCl, pH 8.5), with 10 mM NaF, EDTA-free protease, and phosphatase inhibitor cocktails (Sigma-Aldrich). Protein lysate was precipitated using the methanol-chloroform precipitation method. Precipitated protein pellets were suspended in digestion buffer (12 mM sodium deoxycholate and 12 mM sodium lauroyl sarcosinate in 100 mM Tris-Cl, pH 8.5) and then were 5-fold diluted. The protein amount was quantified using the BCA assay (ThermoFisher). One mg of protein was then digested with Lys-C and trypsin overnight. The detergents were separated from digested peptides by acidifying using 10% TFA and then centrifuged at 16,000 *g* for 20 min. The digests were then desalted using a 100 mg SEP-PAK C18 cartridge (Waters, Milford, MA).

### 4G10 antibody affinity enrichment

The anti-phosphotyrosine antibody, clone 4G10 (Merck Millipore) was used to enrich the peptides containing phosphotyrosines. About 200 μg tryptic peptides were incubated with 20 μg 4G10 antibody coated on 20 μg Dynabeads (ThermoFisher) at 4 °C overnight, in incubating buffer (50 mM Tris-Cl, pH 7.5, 150 mM NaCl, 0.5 mM EDTA) with phosphatase inhibitor cocktail 3 (Sigma-Aldrich). After washing with washing buffer (50 mM Tris-Cl, pH 7.5, 150 mM NaCl, 0.5 mM EDTA) for 5 times. The bound peptides were eluted with 150 μL of 0.1% TFA, then desalted using a C18 beads StageTip. The Tyr phosphopeptides were dried using a SpeedVac.

### LC-MS/MS analysis

The phosphopeptides were dissolved in 5 μL of 0.25% formic acid (FA) and injected into an Easy-nLC 1000 (Thermo Fisher Scientific). Peptides were separated on a 45 cm in-house packed column (360 μm OD × 75 μm ID) containing C18 resin (2.2 μm, 100 Å, Michrom Bioresources). The mobile phase buffer consisted of 0.1% FA in ultra-pure water (Buffer A) with an eluting buffer of 0.1% FA in 80% ACN (Buffer B) run over a linear 90 min gradient of 6%–30% buffer B at flow rate of 250 nL/min. The Easy-nLC 1000 was coupled online with a Orbitrap Fusion mass spectrometer (ThermoFisher). The mass spectrometer was operated in the data-dependent mode in which a full-scan MS (from m/z 350–1500 with the resolution of 60,000 at m/z 400) was followed by top 10 higher-energy collision dissociation (HCD) MS/MS scans of the most abundant ions with the dynamic exclusion for 60 s and exclusion list of 500. The normalized collision energy applied for HCD was 40% for 10 ms activation time.

### Proteomics data search

The raw files were searched directly against the *Arabidopsis thaliana* database (TAIR10 with 35,386 entries) with no redundant entries using MaxQuant software (version 1.5.4.1) with reporter ion MS2 type. Peptide precursor mass tolerance was set at 20 ppm, and MS/MS tolerance was set at 20 ppm. Search criteria included a static carbamidomethylation of cysteines (+ 57.0214 Da) and variable modifications of (1) oxidation (+ 15.9949 Da) on methionine residues, (2) acetylation (+ 42.011 Da) at N-terminus of protein, and (3) phosphorylation (+ 79.996 Da) on serine, threonine or tyrosine residues were searched. The search was performed with full tryptic digestion and allowed a maximum of two missed cleavages on the peptides analyzed from the sequence database. The false discovery rates of proteins, peptides and phosphosites were set at 1% FDR. The phosphorylation sites induced by ABA treatment in Col-0 and *aph-1* mutant plants were selected using Perseus software (version 1.6.2.1). The intensities of phosphorylation sites were log_2_ transformed, and the quantifiable phosphorylation sites were selected from the identification in at least two replicates in Col-0 and *aph-1* mutant plants. For hierarchical clustering, the intensities of the pTyr phosphorylation sites were first z-scored and clustered using Euclidean as a distance measure for row clustering. The number of clusters was set at 250, with a maximum of 10 iterations and 1 restart. The protein annotation search was performed using the PANTHER database, and enrichment of cellular component was performed using Fisher’s exact test with a cut-off of *p*-value < 0.05. Protein network analysis was performed in the String database (version 11.0) with medium confident score (> = 0.4) as the cut-off, and protein-protein interaction networks were visualized using Cytoscape (version 3.8.2).

### RNA sequencing and data analysis

Total RNA was isolated from two-week-old seedlings of Col-0 and *aph-1* mutant, with and without ABA treatment, using RNeasy Plant Mini Kit (Qiagen). Total RNA (1 μg) was used for library preparation with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England BioLabs, E7765) following the manufacturer’s instructions. Prepared libraries were assessed for fragment size using NGS High-Sensitivity kit on a Fragment Analyzer (AATI), and for quantity using Qubit 2.0 fluorometer (Thermo Fisher Scientific) and KAPA Library Quantification Kit (Kapa, KK4824). All libraries were sequenced in paired-end 150 bases protocol (PE150) on an Illumina Nova sequencer.

The paired-end reads were cleaned by Trimimomatic (Bolger et al., 2014) (version 0.36). After trimming the adapter sequence, removing low quality bases, and filtering short reads, clear read pairs were retained for further analysis. The *Arabidopsis thaliana* reference genome sequence was downloaded from TAIR10. Clean reads were mapped to the genome sequence by HISAT (Kim et al., 2015) with default parameters. Number of reads that were mapped to each gene was calculated with the htseq-count script in HTSeq (Anders et al., 2015). EdgeR (Robinson et al., 2010) was used to identify genes that were differentially expressed. Genes with at least three-fold change in expression with an FDR < 0.05 were considered differentially expressed genes (DEGs).

### Analysis of gene expression by qRT-PCR

Total RNA was extracted from wild type and *aph-1* seedlings treated with 50 mM ABA for 6 h, and isolated using the RNeasy Plant Mini Kit (QIAGEN) according to the manufacturer’s instructions. For real-time PCR assays, reactions were set up with iQ SYBR Green Supermix (Bio-Rad). A CFX96 Touch Real-Time PCR Detection System (Bio-Rad) was used to detect amplification levels. Quantification was performed using three independent biological replicates.

#### Protoplast isolation and transactivation assay

Protoplast isolation and transactivation assays were performed as previously described (Wang et al., 2018). Briefly, protoplasts were isolated from leaves of 4-week-old plants grown under a short photoperiod (10 h light at 23 °C/14 h dark at 20 °C). The *RD29B-LUC* (7 μg of plasmid per transfection) and *ZmUBQ-GUS* (1 μg per transfection), wild type and mutated RAFs (3 μg of plasmid per transfection) were used as an ABA-responsive reporter gene, internal control, and effectors, respectively. After transfection, protoplasts were incubated for 5 h under light in washing and incubation solution (0.5 M mannitol, 20 mM KCl, 4 mM MES, pH 5.7) with or without 5 μM ABA. The primers used form site-direct mutagenesis are listed in Table S4.

## Supplementary Information

**Additional file 1: Fig. S1.** The fused expression of a T-DNA fragment and AT3G44620 exons in *aph-1* mutant. **Fig. S2.** Overexpression of *APH* does not affect ABA sensitivity in *APH-OE* lines. **Fig. S3.** Quantitative comparison of tyrosine phosphorylation in wild type and *aph-1*.

**Additional file 2: Table S1.** The tyrosine phosphosites identified in wild type and *aph-1* mutant, without or with ABA treatment.

**Additional file 3: Table S2.** The DEG in wild type and *aph-1* mutant, with or without ABA treatment.

**Additional file 4: Table S3.** The GO analysis of the down-regulated genes in *aph-1* mutant.

**Additional file 5: Table S4.** Sequences of primers used in this study.

## Data Availability

The RNA sequencing data were deposited to the GEO database with the dataset identifier GSE186664. The phosphoproteomic data were deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD029650. The materials used in this study will be available for research upon request.

## Abbrevations

LWM-PTP: Low molecular weight protein tyrosine phosphatase.
EGF: Epidermal growth factor
PTKs: Protein tyrosine kinases (PTKs)
PTPs: Protein tyrosine phosphatases
ACP: Acid Phosphatase
APH: Arabidopsis ACP homolog
SIZ1: SAP and Miz
GO: Gene ontology
SR45: ARGININE/SERINE-RICH 45
SCL30A: SC35-LIKE SPLICING FACTOR 30A
RSZ22A: RS-CONTAINING ZINC FINGER PROTEIN 22A
PRP4KA: PRP4 KINASE A
LUC: LUCIFERASE
RD29B: RESPONSIVE TO DESICCATION 29B
RAB18: RESPONSIVE TO ABA 18
LEA7: LATE EMBRYOGENESIS ABUNDANT 7
COR15A: Cold-regulated 15A
HAI2: HIGHLY ABA-INDUCED PP2C GENE 2
OK: Osmotic stress activated protein kinase
IBR5: INDOLE-3-BUTYRIC ACID RESPONSE 5
PHS1: PROPYZAMIDE-HYPERSENSITIVE 1
SnRK2: Sucrose nonfermenting 1 (SNF1)-related protein kinase 2 s
PYR1/PYL/RCAR: PYRABACTIN RESISTANCE1/PYR1-LIKE/REGULATORY COMPONENTS OF ABA RECEPTORS
SH2: Src homology 2
BCA: Bicinchoninic acid
EDTA: Ethylene Diamine Tetraacetic Acid
TFA: Trifluoroacetic acid
FA: Formic acid
ACN: Acetonitrile
MS: Mass Spectrometry
HCD: Higher-energy collision dissociation
FDR: False discovery rate
DEGs: Differentially expressed genes

# Supplementary material for: Low molecular weight protein phosphatase APH mediates tyrosine dephosphorylation and ABA response in Arabidopsis
**Source:** Stress Biol. 2022 May 18;2(1):23. doi: 10.1007/s44154-022-00041-6
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. The fused expression of a T-DNA fragment and AT3G44620 exons in aph-1 mutant. Fig. S2. Overexpression of APH does not affect ABA sensitivity in APH-OE lines. Fig. S3. Quantitative comparison of tyrosine phosphorylation in wild type and aph-1.

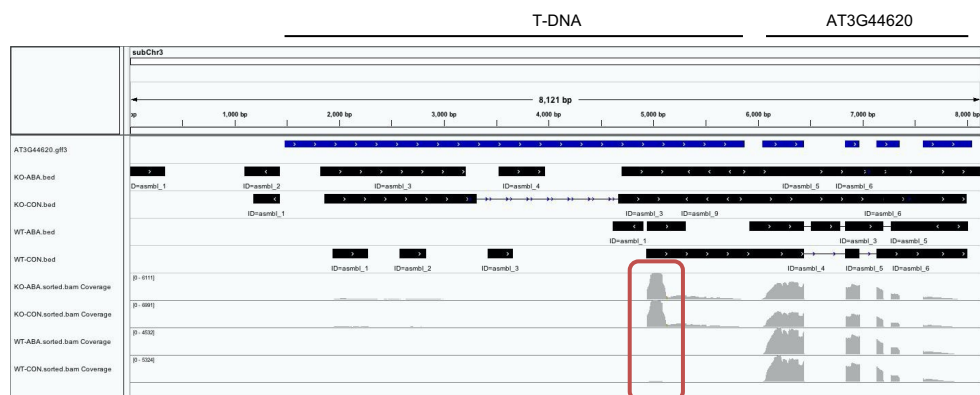

Fig. S1 The fused expression of a T-DNA fragment and AT3G44620 exons in *aph-1* mutant. The expression of a T-DNA fragment was detected in the *aph-1* mutant, but not in the wild type sample, which may result in dysfunction of APH in *aph-1* mutant. The reads from the T-DNA fragment are highlighted.

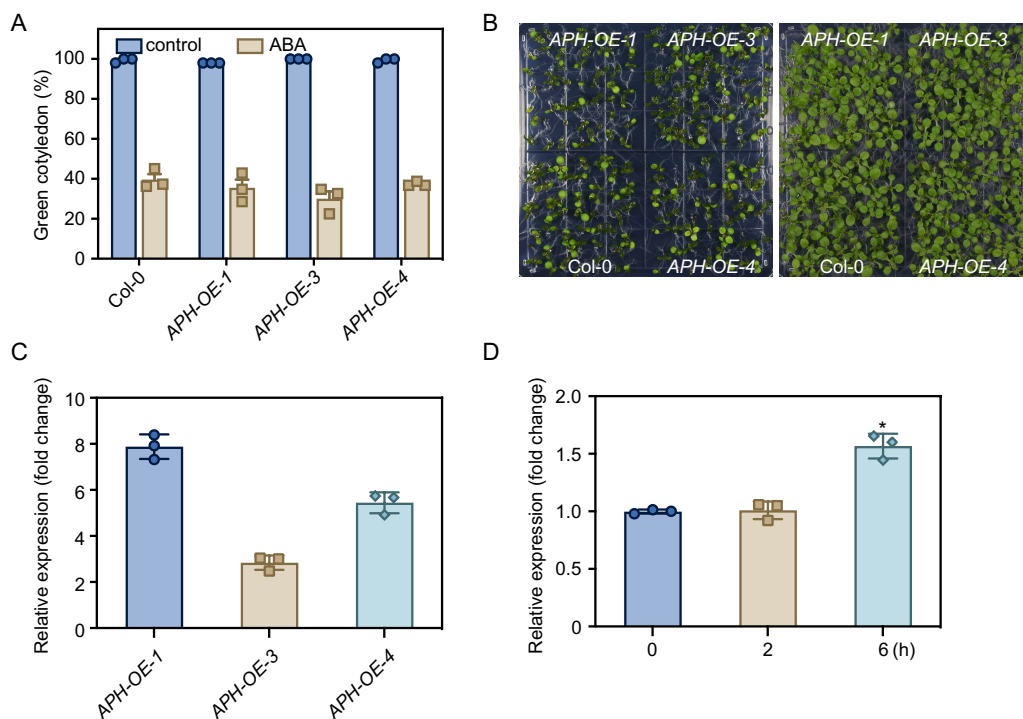

Fig. S2. Overexpression of *APH* does not affect ABA sensitivity in *APH-OE* lines.

(A) The percentage of seedlings showing green cotyledons after 7 days of germination and growth on 1/2 Murashige and Skoog (MS) medium containing 1 μ M ABA. Error bars, SEM ($n = 3$). **(B)** Photographs of seedlings after 10 days of germination and growth on 1/2 MS medium containing 1 μ M ABA. **(C)** qRT-PCR analysis of the *APH* expression in *APH-OE* lines, related to that in Col-0 wild type. **(D)** qRT-PCR analysis of the *APH* expression in response to ABA in wild type seedlings. Error bars, SEM ($n = 3$). Asterisks indicate significant differences after ABA treatment (Student's *t*-test; * $p < 0.05$).

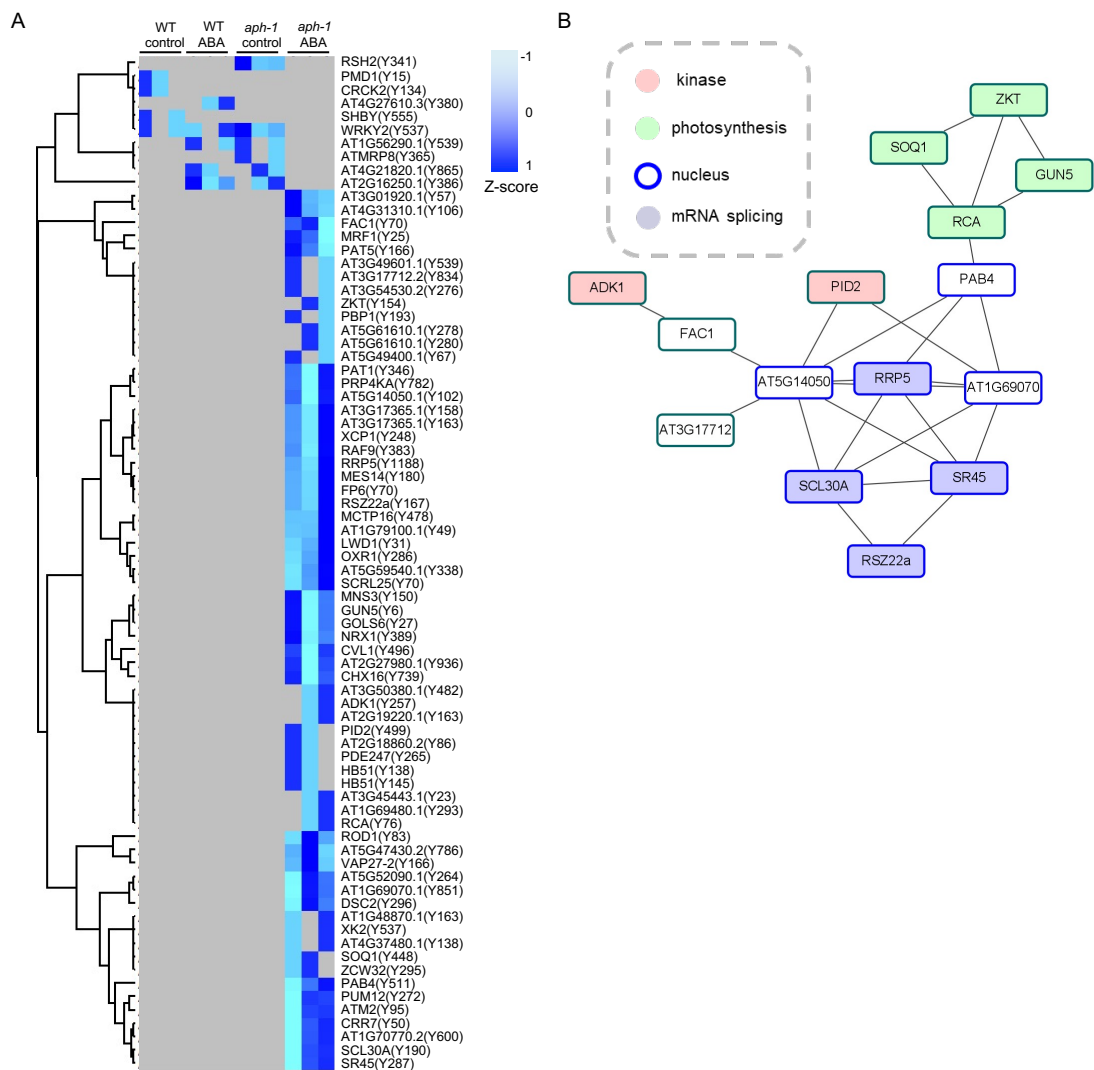

Fig. S3 Quantitative comparison of tyrosine phosphorylation in wild type and *aph-1*.
 (A) Hierarchical clustering of pTy sites in three biological replicates in wild type and *aph-1* mutant. (B) String network analysis of ABA-induced pTy proteins in *aph-1* mutant.

How the deposited data were processed for this re-analysis (not part of the article)

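The processed data used here are the gene table that the authors deposited with the sequencing series, with 33559 genes, and all values given here come from it or from the paper. The paper's phosphoproteomic data were not used. It has 1 FPKM value per gene for each of 4 groups of 3 libraries, so a value per library is not given in the sources used here. The FPKM values are the authors' as deposited. Their methods describe reads trimmed with Trimmomatic 0.36, mapped with HISAT and counted with htseq-count but no FPKM, and a label in the deposited table names Cuffdiff. The unit FPKM was inferred from that label, the column sums and the steps between low values. The depth per library, and so the precision of a value, is unknown. The log2 ratios of the 4 comparisons were computed by the authors and are used as deposited. They match the log2 of the deposited FPKM values within 0.0001, with no pseudocount, for every gene where both ratios are finite. Ratios with a 0 in 1 group were not checked. The yes or no calls are the authors' as deposited, and no call was recomputed. The methods state edgeR with a 3-fold threshold, while 96.8% of the calls of the authors' deposited table between the untreated genotypes are under 2-fold, so the tool and rule behind the calls are not known. The authors mapped to TAIR10. Gene names and neighbours were read from a RefSeq gene table of assembly TAIR10.1, in which 32815 of the 33559 gene identifiers were found, and its coordinates were used for the order of genes only.

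The groups, comparisons, gene lists, thresholds and alternatives were fixed before the data were examined, apart from the subtraction of 0.5% or 1% of the ABA-treated wild-type value and the tests in the closing sections. Parts of the paper's own gene tables with values, from these same libraries, had been read by then. Gene lists with members seen there are not independent of these data. Of the 16 genes that the paper lists under response to abscisic acid, for instance, 13 are in a gene list. A gene counts as higher or lower when the authors' deposited table calls it and its FPKM differs at least 2-fold. Alternatives were a 3-fold threshold, the call alone, the fold without the call among genes with at least 1 FPKM, the call and fold with at least 1 FPKM, genes at 0 left out, ratios centred on the median of all genes and pseudocounts of 0.1 and 1 FPKM. The ABA highly induced class was also set at other log2 thresholds and at a linear 5-fold rise.

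Genes are named by a rule. For *aph-1* over wild type without ABA and for ABA over control in the wild type, the rule takes the 10 largest rises and 10 largest falls among called genes with at least 1 FPKM in at least 1 group and above 0 in both groups. For the other comparisons it takes 5 each way. It adds each gene the paper names, the genes of the first 8 gene ontology terms of Table S3 that are in a list, and up to 4 members per list with the largest log2 ratios. Any other gene named was chosen after its values were seen, and the text says so.

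The 24 gene lists hold 253 members. Members of the B2 and B3 RAF kinase list whose symbol could not be matched to the annotation were left out, which kept 5 of its 12 members. Each list's median log2 ratio was set against 10000 random lists drawn with a fixed seed from genes in the same of 20 expression bins. In a self-test on made-up values, 20 of 20 shifted lists were found and 1 of 20 unshifted lists was, and 50 of 50 lowered genes were counted. No reads were mapped, and no count model was fitted, since the table holds no counts. Left out were the other experiments of the paper. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.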

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

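All tests given here were chosen after the results were seen.

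Of 2355 genes that ABA induced at least 2-fold in the wild type, 82 were lower and 2 higher in untreated *aph-1* by the authors' deposited table. With ABA, 8 were lower and 2 higher. Of the 124 most strongly induced genes, 49 were lower without ABA and 1 with ABA. In untreated *aph-1*, 59 genes, a set the paper does not report, lay under 0.5% of their level with ABA. Carry-over of one share of ABA-treated material into the untreated wild-type libraries, as the whole cause for all 82 lower and induced genes, is argued against: 19 of them with at least 10 FPKM in the untreated wild type allow a common share of 0.772% at most, and 8 of the 19 were still at least 2-fold lower once it was taken off (*RAB18* would need 0.695%, *KIN1* 3.01%). For the strongly induced genes such carry-over could account for the difference, since 2 of 11617 genes lay under 0.5% in the untreated wild type, against the 59 in untreated *aph-1*. A higher basal level in the wild type could give such counts too, so they do not separate the explanations. A share of 1% would give medians of −3.01 for responses above 7 and −1.33 for 6 to 7, against −2.99 and −1.19 seen. That match is not independent, since 1% is near the median share of 0.975% estimated from 26 such genes, and it exceeds the common share above. A share of 0.5% would give −2.18 and −0.81. For responses of 5 to 6, 4 to 5 and 3 to 4, 1% would give −0.65, −0.34 and −0.16, against −0.90, −0.62 and −0.39 seen. A higher basal level of ABA-induced genes in the wild type, the biological explanation that the genotypes offer, could not be told apart from such carry-over. Genes induced 4- to 8-fold and genes repressed as much differed by −0.12 in their median log2 ratio, where a carry-over of 1% gives −0.08. That test could not decide, since its margin was wider than the difference that carry-over gives. The medians themselves were −0.28 and −0.16, where a carry-over of 1% gives −0.07 and 0.01, so both lay below it. What keeps the question open is that each group has 1 pooled value, so neither a single odd library nor the spread of the untreated wild type can be seen.

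In untreated *aph-1*, 881 of 3899 transposable element genes had a value above 0, against 616 in the untreated wild type, 583 in the ABA-treated wild type and 564 in ABA-treated *aph-1*; the paper does not discuss these genes. Greater depth of the untreated *aph-1* libraries as the whole cause is argued against, since genes at 0 in the remaining groups had a value 2.37 times as often as in the other groups' comparisons for transposable element genes and 1.43 times for other genes, a ratio of 1.65. Transcription of these genes to 0.1 FPKM or more is argued against too, with 3 such genes 4-fold above the other groups in untreated *aph-1*, and 6, 5 and 3 counted in the same way in those groups. Genomic DNA in the untreated *aph-1* libraries cannot be told apart from weak transcription: it was open to a test on other genes at 0 in the remaining groups, of which 12.4% had a value in untreated *aph-1* and 9.84%, 8.36% and 7.73% in the other groups, an excess per kilobase of 2.41 percentage points against 3.99 for transposable element genes. Read counts per strand, which would separate them, are not given in the sources used here.

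The paper does not discuss the following genes, which stood out from the other genes of their comparison. AT2G01422, without a description, was higher in *aph-1* than in the wild type by a log2 ratio of 6.32 without ABA. AT3G58550, a gene of the lipid-transfer protein superfamily, was higher by 4.86 and AT3G57780, without a description, by 3.49, and the authors' deposited table calls all of these in both conditions. AT3G44610, the protein kinase gene beside *APH*, was higher by 1.11. By the authors' deposited table, 99 of 366 ribosomal protein genes were called higher in *aph-1* with ABA at any fold and 6 lower, but 1 was at least 2-fold higher. By the authors' deposited table, 34 of 133 genes of the chloroplast genome were called lower in *aph-1* with ABA at any fold and 2 higher, with 3 at least 2-fold lower. Without ABA, 17 of them were called lower at any fold and 1 higher.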

How the results depend on the processing

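The alternatives that take 0.5% or 1% of the ABA-treated wild-type value off each untreated wild-type value were chosen after seeing the data. Values that fell below 0 were set to 0, so a gene whose untreated level was under that share could not stay lower. The share of 1% is above the 0.772% that the abundant lower and induced genes allow in common. The deposited table has 1 pooled value per group and no read counts, so depth, the spread between libraries and the power to call weakly expressed genes are unknown. No paired analysis was possible because no value per library was used here, and fits of counts with another normalization, a filter on low counts and leaving out each replicate were not run for the same reason. Lower genes outnumbered higher genes in untreated *aph-1*, and higher genes outnumbered lower genes in *aph-1* against the wild type with ABA, under all alternatives run on both counts. The balance of the ABA response did change: with 1 FPKM added, ABA raised 1957 and lowered 1939 genes in the wild type, and with the call alone it lowered more genes than it raised in *aph-1*. Counts by the authors' deposited table that moved by more than 1.5 times, and percentages that left their 95% binomial interval, are given below; the cause was not tested except where the setting itself admits fewer or more genes.

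With a 3-fold threshold, which admits fewer genes, *aph-1* had 55 lower and 5 higher genes without ABA and 14 lower and 16 higher genes with ABA in the authors' deposited table. ABA then raised 1310 and lowered 1362 genes in the wild type and raised 1376 and lowered 1069 in *aph-1*. With the call alone, which admits more genes, the authors' deposited table gives 2849 lower and 2334 higher genes in *aph-1* without ABA and 917 lower and 1009 higher genes with ABA. ABA then raised 6683 and lowered 6902 genes in the wild type and raised 6166 and lowered 6679 in *aph-1*. Without the call and with at least 1 FPKM required, a setting that changes both, 47 genes were higher without ABA and 62 lower with ABA in *aph-1*. With 1 FPKM added, 55 genes were lower and 4 higher without ABA, 11 lower and 19 higher with ABA, and ABA lowered 1449 genes in *aph-1*. With 0.1 FPKM added, 18 were higher without ABA, and with the call and at least 1 FPKM required, 20 were lower with ABA. After the subtraction of 1%, 86 genes were lower without ABA.

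The percentage of ABA highly induced genes lower in untreated *aph-1* was 30.6% at 3-fold, 29.2% without the call at 1 FPKM or more and 52.5% with 1 FPKM added. It was 10.7% for a linear 5-fold class, 26.8%, 16.2%, 8.29% and 3.48% for classes above a log2 ratio of 4, 3, 2 and 1, and 27.4% and 10.5% after subtractions of 0.5% and 1%. With ABA, this percentage was 16.1% with the call alone, 10.5% without the call at 1 FPKM or more, and 0% with 1 FPKM added, with 0.1 FPKM added and with genes at 0 left out. The percentage of the lower genes that ABA induces in the wild type was 78.2% both at 3-fold and with 1 FPKM added, 36.7% with the call alone and 47.6% without the call at 1 FPKM or more. It was 35.8% and 43.8% for induction above a log2 ratio of 5 and 4, and 34.9% after the subtraction of 1%.

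Of 327 alternative values for 109 list medians, 291 moved by less than 0.1 in log2 and 36 moved further. The sign changed after centring for protein tyrosine phosphatases without ABA and for ABA synthesis and breakdown with ABA, and without the filter on low values for seed storage and oil bodies with ABA. Without that filter, the medians of the chloroplast genome, the mitochondrial genome and transposable element genes between the genotypes were 0, as were those of genes described as lipid transfer proteins in both conditions and of *ABF* and *ABI* genes without ABA. For the 89 log2 ratios of named genes with a call and at least a 2-fold difference, 167 of 267 alternative values moved by less than 0.1 and 100 moved further, all with the same sign.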

Differences from the paper's values

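Fig. 4C draws the log2 ratio of wild type to *aph-1* with ABA for the genes lower in untreated *aph-1*, and its tallest bars reach the paper's value of about 10, read by eye, where the deposited values of these genes that are above 0 in both groups give 1.66. The alternatives set before the data were examined differ from the paper's value as well: 3.84 with the call alone, 3.51 with the fold at 1 FPKM or more without the call, and 1.60 with 1 FPKM added to 1.66 at 3-fold. The bars of the same panel for the untreated ratio are negative under a label with the wild type on top, so its labels are in doubt. Turned to *aph-1* over wild type with ABA, the highest log2 value of these genes is 3.78. On other ratios, it is 7.43 for ABA over control in the wild type and 11.15 in *aph-1*. For the size of the ABA highly induced class and its share lower in *aph-1*, the values equal the paper's, and the counts of lower genes in the pie charts of Fig. 4B for smaller responses match too. The panel for a log2 ratio above 1 prints a slightly smaller number of genes that are neither lower nor higher than the 2271 of the authors' deposited table.

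The paper states that most genes with reduced expression in *aph-1* are ABA highly induced. By the authors' deposited table, 49 of the 137 lower genes (35.8%) belong to the class above a log2 ratio of 5, whose size equals the paper's. On the linear scale of the paper's wording, 76 of the 137 rose more than 5-fold, and 82 (59.9%) were induced at least 2-fold. The paper states from qRT-PCR that induction by ABA was impaired in *aph-1* for *RAB18*, *KIN1*, *LEA7*, *COR15A* and *HAI2*. In the deposited values, all 5 genes had a larger log2 ratio of ABA to control in *aph-1* than in the wild type, for *RAB18* 9.99 against 7.02 and for *HAI2* 8.55 against 7.14. With ABA, the level in *aph-1* was below the wild type for all 5, with log2 ratios from −0.35 (*HAI2*) to −0.10 (*COR15A*), and the authors' deposited table calls that of *HAI2*.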

Other observations

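No test beyond those given above was run on the following values, and the genes of iron and defense metabolism were chosen after their values were seen. With ABA, the medians of the light-harvesting and ribosomal protein genes fell less in *aph-1* than in the wild type, a difference that was not tested. The 20 genes for light-harvesting chlorophyll-binding proteins had a median log2 ratio of ABA to control of −0.95 in the wild type and −0.61 in *aph-1*, and the median of *aph-1* to wild type with ABA was 0.21 (percentile 99.9). *LHCB1.1* (AT1G29920), for an antenna protein of photosystem II, was at 175 FPKM in the wild type and 311 FPKM in *aph-1* with ABA, a difference called in the authors' deposited table. Ribosomal protein genes had a median log2 ratio of ABA to control of −0.68 in the wild type and −0.44 in *aph-1*, and of 0.18 between the genotypes with ABA. Genes of the chloroplast genome had medians of −0.31 without ABA and −0.51 with ABA between the genotypes, and those of the mitochondrial genome −0.29 and −0.34. The median log2 ratio of ABA to control of the chloroplast genome was 0.18 in the wild type and 0.03 in *aph-1*.

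All 4 genes of the subgroup Ib bHLH factors, which regulate the response to iron deficiency, were at least 2-fold higher in *aph-1* with ABA by the authors' deposited table. *bHLH38* (AT3G56970) was at 12.3 FPKM in the wild type and 25.5 FPKM in *aph-1*, and *bHLH39* (AT3G56980) at 2.92 and 7.72 FPKM. None of the 4 was 2-fold higher without ABA. ABA lowered all 4 in the wild type, by log2 ratios from −3.07 (*BHLH100*) to −0.58 (*bHLH38*). *IRT1* differed between the genotypes by 0.06 with ABA. The 3 genes looked at in the thalianol cluster, which makes a root triterpene, were also higher with ABA by the authors' deposited table, *THAS1* (AT5G48010) at 2.53 and 5.77 FPKM. Of the 68 genes higher in *aph-1* with ABA, ABA repressed 39 in the wild type. Markers of the root as a list were also above the wild type with ABA, with a median of 0.20 (percentile 99.9) and 9 of 10 members above 0. *PAD3* (AT3G26830), for the last step of camalexin synthesis, was at 4.61 and 10.3 FPKM, and *CYP81F2* (AT5G57220), for indole glucosinolates, at 1.45 and 3.00 FPKM. Of 11 genes of salicylic acid and immune response, *PR2* (AT3G57260) was higher in *aph-1* with ABA by the authors' deposited table, at 2.19 and 4.56 FPKM, and the list's median was 0.14 without and 0.19 with ABA.

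For the other gene lists, the median log2 ratio of *aph-1* to wild type without ABA was 0.15 for the B2 and B3 RAF kinases, 0.02 for ABA synthesis and breakdown, 0.16 for the CBF cold regulators and −0.03 for protein tyrosine phosphatases (0.02 after centring on the median of all genes). The RAF kinase median covers 4 of 12 members, and *RAF3* is not among them. It was 0.20 for the mRNA processing proteins that the paper names (percentile 97.9), of which *RRP5* (AT3G11964) rose from 4.43 to 7.19 FPKM and *PAT1* (AT1G79090) from 14.5 to 19.6 FPKM by the authors' deposited table, both under 2-fold. Cell division genes had a median of 0.01, clock genes −0.06, cell wall growth genes −0.19 and reference genes 0.06. Markers of the root had a median of 0.01, of the guard cell lineage −0.16 and of flowering −0.32. One of the 10 seed storage and oil body genes reached 1 FPKM in any group. With ABA, the median was 0.14 for cell division (percentile 99.9). None of these lists had a member at least 2-fold lower or higher in untreated *aph-1* by the authors' deposited table.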
